A study of Mus musculus with 12 samples.

How the data were processed

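Messenger RNA of the tibialis anterior, a hindlimb muscle, was sequenced in 12 male mice aged 4 months, 6 C57Bl/6 (WT) and 6 mdx/mTR. Per the labels' protocols, RNA was extracted with a column kit that keeps small RNA, its integrity was scored above the labels' stated limit, and libraries followed a standard Illumina preparation. The labels name no aligner, counter, genome build, annotation or strand handling, so no genome coordinates are given. Groups and replicate numbers were taken from the labels.

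The authors deposited a table of whole-number counts per gene symbol with one column per mouse. It has 24421 entries, 5131 of them with no count in any library, and 0 per-sample columns were left unmatched to a sample. In 27 entries a gene symbol had been converted to a date, 2 such names occurred more than once, and 22 of the 27 were tested under the names as they stand. The authors' deposited table of their own comparison holds, per the file headers, a mean normalized signal per gene, a log2 fold change of mdx/mTR over WT with its standard error, a test score, and p-values before and after adjustment. Its column names are those of DESeq2, per the file headers, and no version is recorded. The mean of the deposited counts divided by median-of-ratios size factors gave the authors' mean signal.

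The counts were tested as deposited with edgeR 4.0.16 in R 4.3.3. Genes were kept with filterByExpr (13937 genes, holding 99.97% of counts), libraries were scaled with the trimmed mean of M-values (TMM), and group was the only term of a quasi-likelihood model (glmQLFit, glmQLFTest). P-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. The standard error of a log2 fold change was its size divided by the square root of the F statistic. Normalised levels (CPM, counts scaled to a common library size) use TMM-scaled library sizes, and means are given with the SD over the 6 mice of a group. A total of 14 gene panels were tested with camera in limma 3.58.1 on voom values, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over the 14 panels; fry and a correlation estimated from the data were run beside it. A panel score is the mean of log2(CPM + 0.5) over its tested genes. Shares of the adult myosin heavy chain genes were compared with two-sided exact permutation tests in scipy 1.17.1 (smaller tail doubled), adjusted over the 4 genes; the smallest p this design allows is 0.00216.

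The comparison, the panels, the alternatives and the rule for naming genes were fixed before the data were examined. The rule names Dmd and Terc, then the 6 largest rises and 6 largest falls among genes past the threshold whose groups do not overlap and whose mean is at least 5 CPM, the 2 smallest p-values of each panel, and a fixed list (Utrn, Myh3, Myh1, Myh2, Myh4, Myh7, Cdkn1a, Spp1, Col1a1, Ppargc1a and Nnt). Marker lists for 12 cell types were also written beforehand. A list of 20 contractile genes and a list of 14 interferon gamma induced genes were written after the counts had been seen. Any other gene named was chosen after its values were seen.

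The procedure was tested on simulated counts for the 13937 genes, drawn from the means and library sizes of the real samples, with 200 genes changed. Each of those 200 was moved by at least 2-fold. edgeR recovered 89.5% of the changed genes with 6 false calls, which was 3.24% of its calls. DESeq2 1.42.0 recovered 91.0% with 32 false calls (15.0% of its calls), limma-voom 89.5% with 8, and edgeR with a replicate block 89.5% with 17. These rates do not cover smaller changes, such as the median absolute log2 fold change of 0.44 among the real calls. Nor do they cover data in which 48.3% of genes pass. In a simulation of the 14 panels with 1 raised by a log2 fold change of 0.5, camera and fry each found the raised panel and made 0 false calls. Smaller shifts, as in several of the real panels, were not simulated. The draw as described sets no correlation between genes, so the 0 false calls do not cover panels whose genes vary together.

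Library totals ran from 35136327 to 60330410 counts. A count of 3, taken as the floor (the 95% upper limit that a count of 0 allows), corresponds to 0.0460 to 0.0837 CPM. Such limits cover counting error only, because reads were not counted by molecular identifiers. Every pair of replicates differed by more than sampling noise, with chi-square per degree of freedom from 9.29 to 122, so no library was counted as a duplicate.

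Alternatives were other filters on low counts, other scalings, DESeq2, limma-voom with and without sample weights, a replicate block, each mouse left out in turn, a stricter threshold and a minimum effect size. Thinning of counts to the smallest library total and a correction for GC content and transcript length were added after seeing the data, as was a count of permutations by absolute difference for the myosin shares. GC content and length came from GENCODE M21 transcripts and were found for 99.3% of tested genes. Chromosome membership and gene order came from the count table and the RefSeq table of GRCm38.p6. Sequence sharing was measured as the percentage of 50-base stretches of the longest coding transcript that occur in a transcript of another gene in GENCODE M21. Python 3.11.15 was used with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.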

Results

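The transcriptome of the tibialis anterior was compared between 6 WT mice (C57Bl/6) and 6 mdx/mTR mice, all males aged 4 months. The mdx allele disrupts Dmd, the gene of the muscle protein dystrophin, and mTR denotes the mouse telomerase RNA gene, listed as Terc. Library totals were 36903560 to 40981012 counts in WT and 35136327 to 60330410 in mdx/mTR. The 10 most abundant genes took 20.5% to 24.3% of the counts of a library, and Myh4 alone took 3.84% to 6.79%. TMM factors ran from 0.929 to 0.971 in WT and from 0.988 to 1.16 in mdx/mTR, without overlap. The first principal component of log2 CPM held 63.5% of the variance and separated the groups, and the second held 7.79%.

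**Figure D1:**
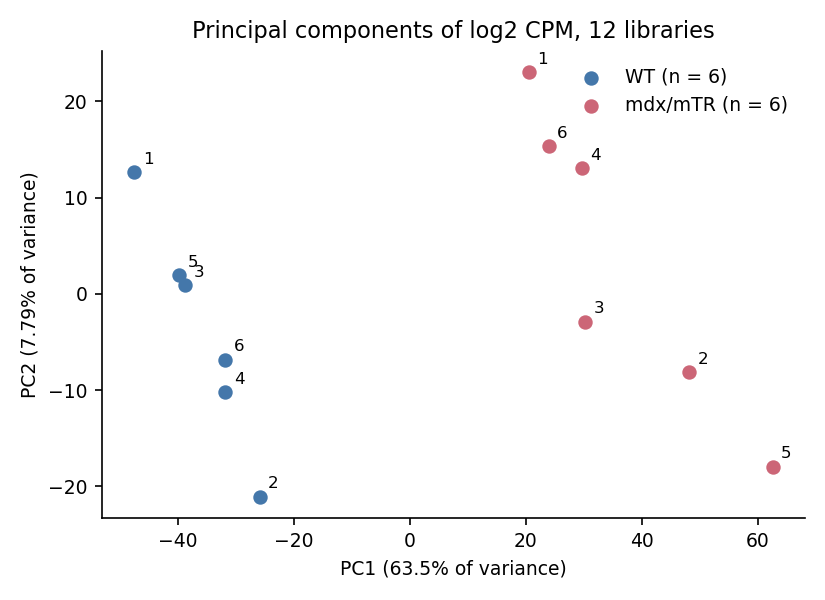
Principal components of log2 CPM for the 12 libraries, with the percentage of variance on each axis; each point is a mouse, numbered by replicate and coloured by group. On PC1 (63.5%) the 6 WT libraries lie from -47.5 to -25.9 and the 6 mdx/mTR libraries from 20.6 to 62.6.

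The genes that carry the mutations were examined first. Dmd averaged 237 ± 6.90 CPM in WT and 46.8 ± 7.20 CPM in mdx/mTR (SD, n = 6 each), which is 19.7% of WT. Its log2 fold change was -2.34 ± 0.09 (SE; edgeR quasi-likelihood test, adjusted p 8.3e-10), and all 6 mdx/mTR libraries (35.2 to 56.4 CPM) lay below all 6 WT libraries (228 to 244 CPM). Terc had 2 counts in all, both in WT replicate 3, and 0 in the other libraries, so it was not tested. With a floor of 0.0460 to 0.0837 CPM, Terc was not detectable in either group, and its loss in mdx/mTR could not be examined in these counts.

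The main question of the design was which mRNAs differ between the groups. Of 13937 genes tested, 6736 (48.3%) had an adjusted p below 0.05 in edgeR, 3479 higher and 3257 lower in mdx/mTR. Their median absolute log2 fold change was 0.44, against a median biological coefficient of variation of 11.6% over all tested genes. At least a 2-fold change was found for 1279 of them, 1009 higher and 270 lower. The groups did not overlap for 3512 genes (25.2%), where chance gives 0.216%. A test against a minimum log2 fold change of 0.5 moved the count most, to 1368 genes. The balance of directions depended on the scaling: with library totals alone, 5596 genes were higher and 1560 lower, so that 78.2% of calls were higher in place of 51.6%, because the median log2 fold change of all genes shifted by 0.16. Changes below are relative to the TMM scaling.

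**Figure D2:**
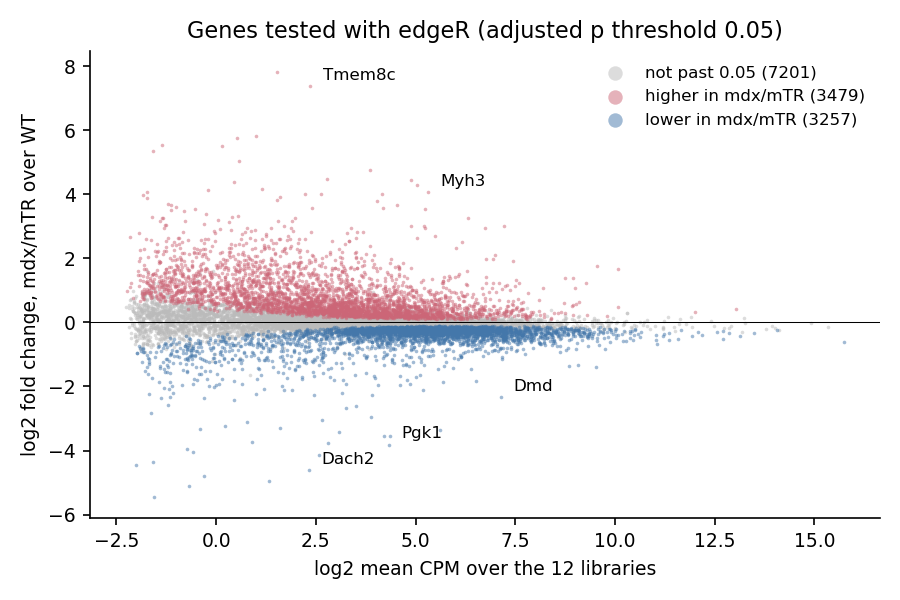
log2 fold change of mdx/mTR over WT against log2 mean CPM for the 13937 tested genes, coloured by direction where the adjusted p is below 0.05. There are 3479 genes higher and 3257 lower, and Dmd lies at -2.34.

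In the authors' deposited table, 14028 genes have an adjusted p, and 7028 of these are below 0.05, 3561 higher and 3467 lower. Of those in the authors' deposited table, 6663 were also called by edgeR, all in the same direction, while 365 were called only by the authors and 73 only by edgeR. Over 13891 genes, the log2 fold changes of the authors' deposited table and of edgeR had a Spearman rho of 0.9996 across genes, which are not independent replicates, with a slope of 0.846 of the authors' values on those of edgeR. For Dmd the authors' deposited table gives a log2 fold change of -2.31, close to -2.34 in edgeR. For several rises of variable or low genes the authors' deposited table gives smaller values than edgeR. These were 3.65 against 7.37 for Tmem8c, 3.23 against 4.74 for Rrad, 2.78 against 4.06 for Myh3 and 1.38 against 2.54 for Spp1. DESeq2, run on the same counts as an alternative, gave 7.42, 4.74, 4.05 and 2.54 for these genes, close to edgeR. The choice of DESeq2 over edgeR therefore does not by itself account for their smaller values, and the cause was not tested. The 6 largest falls named below were also smaller in size in the authors' deposited table, by varying amounts. Values were -3.34 against -4.14 in edgeR for 1700001O22Rik and -3.78 against -3.82 for Pgk1.

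Among genes past the threshold whose groups did not overlap and whose mean was at least 5 CPM, the largest rise was that of Tmem8c, the table's symbol for the myoblast fusion gene Mymk, from 0.0592 ± 0.0664 to 10.2 ± 7.56 CPM (log2 fold change 7.37 ± 0.64 SE, edgeR adjusted p 1.8e-06). The next were Rrad (4.74), Mdfi (4.48), Cyfip2 (4.45), Mt2 (4.29) and the embryonic myosin gene Myh3 (4.06 ± 0.51, adjusted p 3.1e-05). Myh3 averaged 4.45 ± 0.456 CPM in WT and 74.4 ± 71.8 CPM in mdx/mTR, and 46.2 ± 22.02 CPM without mdx/mTR replicate 5, which had 215 CPM. In WT, Tmem8c averaged 0.0376 CPM without WT replicate 2. The largest falls were those of Dach2 (-4.60 ± 0.12, adjusted p 1.0e-11), 1700001O22Rik (-4.14), Pgk1 (-3.82 ± 0.08, adjusted p 5.9e-13), Slc15a5 (-3.76), Ppp1r1a (-3.54) and Ces1d (-3.54). Pgk1 went from 37.7 ± 1.24 to 2.67 ± 0.332 CPM, but 67.96% of the 50-base stretches of its transcript occur in other genes, so its level is uncertain. All 12 of these genes kept their direction and stayed below an adjusted p of 0.05 under every alternative run.

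Utrn, a paralog of Dmd, did not differ: 67.3 ± 6.32 CPM in WT and 69.1 ± 5.51 CPM in mdx/mTR (log2 fold change 0.04 ± 0.07 SE, edgeR adjusted p 0.684). Without WT replicate 5 its log2 fold change was 0.00145. It was 0.196 with library totals alone (edgeR adjusted p 0.0769) and 0.0955 with the GC and length correction (adjusted p 0.259). Cdkn1a was higher (1.27 ± 0.20, adjusted p 1.6e-04), as were Spp1 (2.54 ± 0.62, adjusted p 0.0040) and Col1a1 (1.40 ± 0.28, adjusted p 0.0012). For Spp1, 9.05% of stretches are shared with another gene and the groups overlapped. Ppargc1a did not differ (-0.07, adjusted p 0.706) and its sign was positive with library totals alone and without mdx/mTR replicate 5. Nnt did not differ either (0.20, adjusted p 0.645). Its value rested on mdx/mTR replicate 3, at 70.3 CPM against 17.2 to 24.5 CPM in the other mdx/mTR libraries, and was -0.30 without it.

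**Figure D3:**
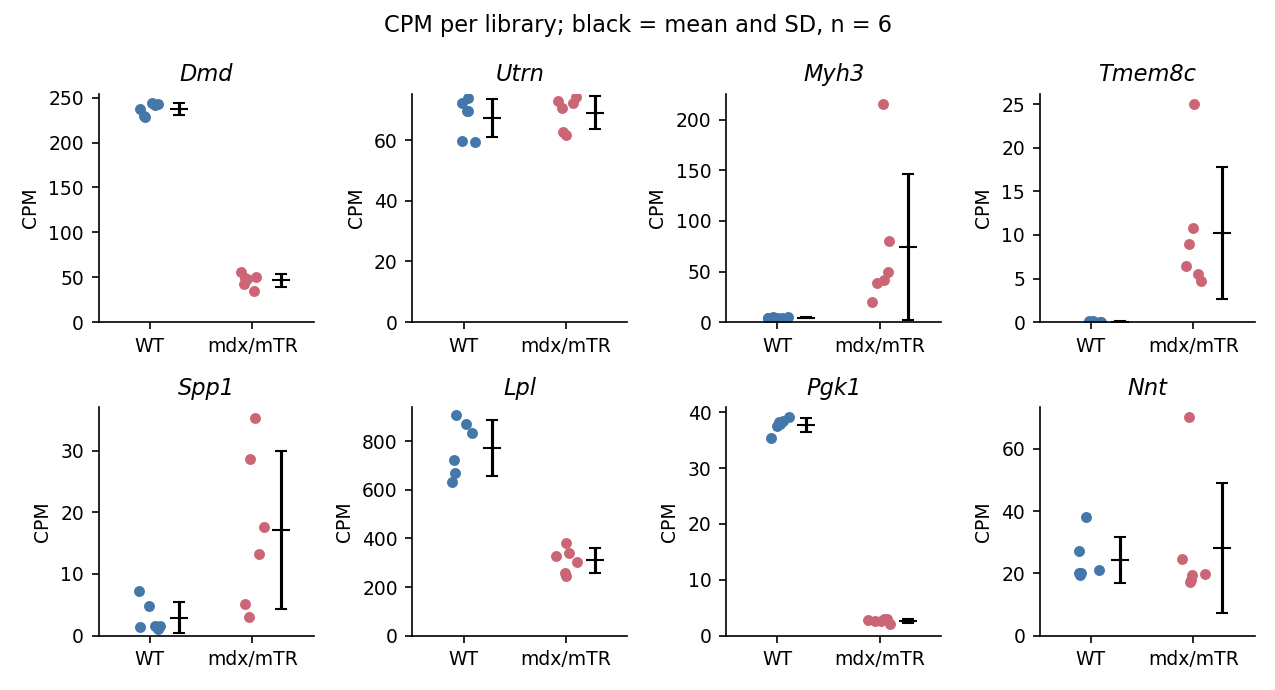
CPM of 8 genes in each library, on linear axes that start at 0; points are mice, and black bars give the mean and SD of 6 mice per group. Dmd falls from 237 to 46.8 CPM without overlap, Utrn overlaps between groups, and Nnt has 1 mdx/mTR mouse at 70.3 CPM.

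The 14 panels asked whether sets of genes for muscle repair, inflammation, metabolism and telomere biology shift together. Camera with the preset correlation gave 9 panels an adjusted p under 0.05. With a correlation estimated from the data none of the 14 passed, with adjusted p from 0.543 to 0.917, and 0 had an unadjusted p below 0.05 (the smallest was 0.0789, for fatty acid uptake and oxidation). Under fry all 9 held, and lipid storage and synthesis (adjusted p 0.0064) and p53 targets (adjusted p 0.0139) passed as well. Camera's calls are therefore given with the direction of the single genes.

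The highest panel was macrophage and inflammation, with a median log2 fold change of 2.11 (camera adjusted p 2.0e-06) and 16 of 17 genes higher in edgeR, also 16 adjusted over the list alone. Lgals3 (3.66) and Gpnmb (3.58) had its smallest p-values. Myogenic regeneration had a median of 1.82 (adjusted p 1.4e-05), with 13 of 15 genes higher and 1 lower, and the same counts adjusted over the list alone. Chrng, with Tmem8c, had the smallest p-values there, at 5.81. Extracellular matrix had a median of 1.23 (adjusted p 2.3e-07), with 17 of 18 genes higher, also 17 adjusted over the list alone, among them Mmp2 (1.22) and Dcn (0.59). Cell division had a median of 1.71 (adjusted p 0.0254), with 9 of 11 tested genes higher and 1 lower, the same adjusted over the list alone, including Rrm2 (2.39) and Mcm3 (0.49). With library totals alone, cell division did not pass (adjusted p 0.131).

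Fatty acid uptake and oxidation had the lowest median, -0.64 (adjusted p 4.2e-08), with 15 of 16 genes lower, also 15 adjusted over the list alone. Lpl fell from 772 ± 115 to 309 ± 51.5 CPM (-1.32) and Cd36 from 575 ± 64.0 to 328 ± 37.8 CPM (-0.81). Shifts were smaller for the respiratory chain (median -0.20, adjusted p 3.2e-04), with 13 of 19 genes lower or 15 adjusted over the list alone, among them Cox6a2 (-0.44) and Ndufs1 (-0.33). The citric acid cycle had a median of -0.19 (adjusted p 0.0014), with 7 of 15 genes lower or 8 adjusted over the list alone, with Suclg1 (-0.31) and Fh1 (-0.29) first. Mitochondrial biogenesis and dynamics had a median of -0.17 (adjusted p 0.0209), with 6 of 13 genes lower, also 6 adjusted over the list alone, led by Mfn1 (-0.53) and Opa1 (-0.39). Glycolysis and glycogen had a median of -0.12 (adjusted p 0.0246), with 5 of 15 genes lower or 4 adjusted over the list alone. Pgk1 (-3.82), whose level is uncertain, belongs to this panel, as does Slc2a4 (-0.42). The panel was not tested without Pgk1, so the glycolysis call may rest in part on that gene. The glycolysis panel did not pass without mdx/mTR replicate 5 (median -0.08, adjusted p 0.0928), and its median was 0.03 with library totals alone (adjusted p 0.0815). With library totals alone the medians of the respiratory chain (-0.05), citric acid cycle (-0.04) and mitochondrial biogenesis and dynamics (-0.01) panels were also close to 0.

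The remaining panels did not pass in camera. Lipid storage and synthesis had a median of -0.04 (adjusted p 0.235), with 1 of 17 genes higher and 6 lower, including Dgat2 (-1.81) and Plin5 (-1.64). The dystrophin complex, listed without Dmd, had a median of 0.04 (adjusted p 0.596) with 3 of 13 genes higher, such as Sntb1 (0.71), and 2 lower, such as Sgcd (-0.29). The p53 targets had a median of -0.06 (adjusted p 0.679) with 3 of 13 higher and 5 lower, Bbc3 rising (0.99) and Aen falling (-0.64). Telomere maintenance had a median of -0.06 (adjusted p 0.829) with 2 of 11 tested genes lower and 2 higher, Acd (0.37) and Terf1 (0.34). Ubiquitin ligases and autophagy had a median of 0.02 (adjusted p 0.829) with 2 of 14 higher, Map1lc3a (0.62) and Ctsl (0.38), and 3 lower. In these 5 panels the counts of genes were the same adjusted over the list alone. With library totals alone, the medians of the lipid, p53 and telomere panels were positive. Under that scaling the median was 0.196 for the dystrophin complex (camera adjusted p 0.168) and 0.163 for ubiquitin ligases and autophagy (adjusted p 0.493).

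**Figure D4:**
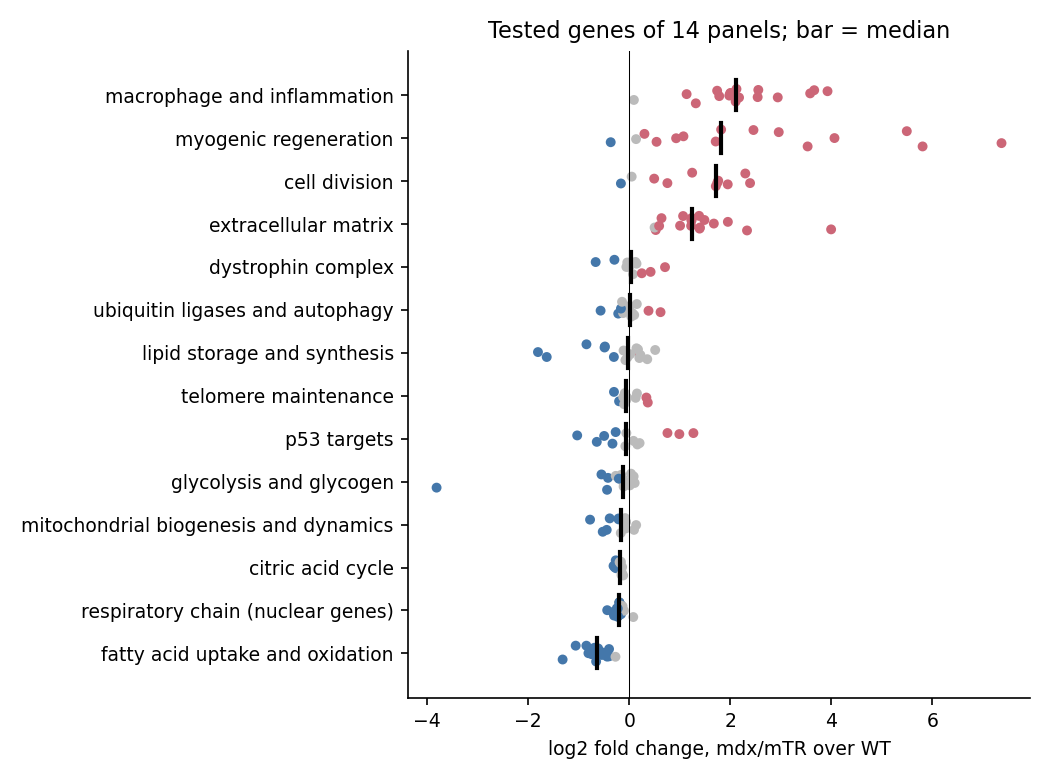
log2 fold change of mdx/mTR over WT for each tested gene of the 14 panels; coloured points have an adjusted p below 0.05 in edgeR, and black bars mark panel medians. Medians run from -0.64 for fatty acid uptake and oxidation to 2.11 for macrophage and inflammation.

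The adult myosin heavy chain genes, which mark fibre types, were compared as shares of their summed counts. These genes share 18.9% to 26.9% of their 50-base stretches with other genes, so the shares are uncertain to the extent that such reads were dropped or split. Myh4 made up 85.5% ± 6.60 of these counts in WT and 80.6% ± 6.10 in mdx/mTR (SD, n = 6 each; exact permutation p 0.199, adjusted p 0.199). Myh1 made up 13.1% ± 5.78 and 18.6% ± 5.96 (exact permutation p 0.123, adjusted p 0.165). Myh2 made up 1.41% ± 0.867 and 0.764% ± 0.212 (exact permutation p 0.0281, adjusted p 0.0563). Myh7 made up 0.00462% ± 0.000846 and 0.0265% ± 0.0208 (exact permutation p 0.00649, adjusted p 0.0260), a call that was lost in 9 of the 12 fits without one mouse. WT replicate 2, with a Myh1 share of 24.7% against 9.59% to 12.1% in the other WT libraries, decided several of these. Without it the difference was 7.90 points for Myh1 (adjusted p 0.0173), -7.62 points for Myh4 (adjusted p 0.0231) and -0.302 points for Myh2 (adjusted p 0.0563). Without mdx/mTR replicate 2 the Myh4 difference was -3.28 points. Without WT replicate 3 the Myh2 difference was -0.772 points (adjusted p 0.0260). As CPM, Myh4 was lower (-0.62 ± 0.14, edgeR adjusted p 0.0027) and Myh2 lower (-1.38 ± 0.29, adjusted p 0.0016). Myh7 was higher (2.02 ± 0.50, edgeR adjusted p 0.0045) and Myh1 not different (-0.03 ± 0.21, adjusted p 0.932). The groups overlapped for Myh4 and Myh7. For Myh7, mdx/mTR replicates 3 (2.82 CPM) and 4 (3.39 CPM) did not exceed the WT range of 2.84 to 4.50 CPM. The sign of the Myh1 change flipped under upper quartile scaling (0.02) and with library totals alone (0.13), while the signs of the other 3 did not flip under any scaling.

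**Figure D5:**
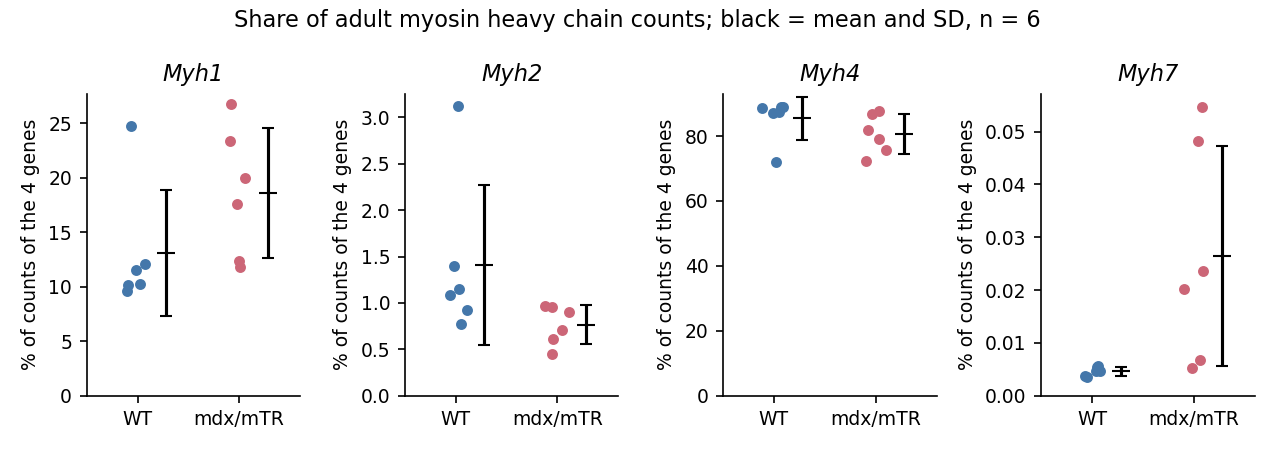
Share of Myh1, Myh2, Myh4 and Myh7 in their summed counts, in percent, on linear axes that start at 0; points are mice, and black bars give the mean and SD of 6 mice per group. Myh4 holds 85.5% in WT and 80.6% in mdx/mTR, and WT replicate 2 stands apart with 24.7% Myh1.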

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

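The comparison of panel scores with contractile genes, the correlations between scores and the measurement of shared sequence in the globin genes were the tests chosen before their results were seen; every other test here and in the other observations was chosen only after the result was seen. Within each group of 6, the gap of the highest or lowest library to its neighbour was compared with the range of the group, and a ratio above 0.625 was taken as far from the others. Of 136 groups of values tested, 24 exceeded it, where chance gives 6.8. The values are not independent, since genes of one panel and shares of one sum move together. Of the 24, 9 fell on mdx/mTR replicate 5, 7 on WT replicate 2 and 4 on mdx/mTR replicate 3.

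The library of mdx/mTR replicate 5 was highest for Tmem8c (24.97 CPM against 4.72 to 10.8 in the others, ratio 0.702), Myh3 (215 against 20.1 to 80.5 CPM, ratio 0.691) and Chrng (8.61 against 2.16 to 4.25 CPM, ratio 0.676). It was lowest for Suclg1 (233 CPM, ratio 0.779), Fh1 (230 CPM, ratio 0.650) and Opa1 (151 CPM, ratio 0.851). It was also lowest for the scores of glycolysis (ratio 0.773), citric acid cycle (ratio 0.671) and mitochondrial biogenesis and dynamics (ratio 0.814). Its total of 40494980 counts lies within the range of the other mdx/mTR libraries, so a shallow library does not account for these values. Over the 6 mdx/mTR mice, macrophage and regeneration scores had a Pearson r of 0.817 (exact permutation p 0.0486) and a Spearman rho of 0.371 (exact permutation p 0.497). The adjusted p of r over the 9 relations computed was 0.146, so chance is not excluded. Without mdx/mTR replicates 1 and 5, which lay farthest from the median of the macrophage score, r was 0.416, so the relation rests on those mice. A difference between mice in the stage of muscle repair may underlie this library's profile and was not tested.

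WT replicate 2 was highest for Myh1 (17094 CPM, ratio 0.776; share ratio 0.832) and Myh2 (2161 CPM, ratio 0.661; share ratio 0.732) and lowest for the Myh4 share (72.2%, ratio 0.887). It was also highest for Sntb1 (7.96 CPM, ratio 0.626) and Ndufs1 (645 CPM, ratio 0.677). A different region of the muscle in the sample was not tested, and no biological explanation was tested, since the labels separate this mouse from its group in nothing but its number.

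In mdx/mTR replicate 3, Nnt stood at 70.3 CPM against 17.2 to 24.5 CPM (ratio 0.862). A shift of the whole library is not borne out: on 2 of the first 2 principal components this library lay inside the range of the other 5 mdx/mTR libraries. An inherited Nnt variant that differs between sub-strains of mice stays open and cannot be examined in gene counts. The same library was highest for Mdfi (20.1 CPM, ratio 0.651), 1700001O22Rik (1.31 CPM, ratio 0.744) and the lipid storage score (ratio 0.675).

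Single values stood apart in other libraries: Rrad in mdx/mTR replicate 6 (73.2 CPM against 8.94 to 30.7, ratio 0.662), Dach2 in WT replicate 4 (8.15 CPM, ratio 0.645), Chrng in WT replicate 5 (0.157 CPM, ratio 0.782) and Lgals3 in WT replicate 6 (5.88 CPM, ratio 0.755). No explanation was tested for these 4.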

How the results depend on the processing

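Under the alternatives run for the counts of genes, the number past an adjusted p of 0.05 ranged from 6125 to 7156, except for 1368 with a minimum log2 fold change of 0.5, which asks for a larger effect, and 4621 at an adjusted p of 0.01. With library totals alone, 5596 genes were higher and 1560 lower, and 5039 of the genes called with TMM were called again, all in the same direction. TMM removes a shift of all genes that library totals keep, and which of the scalings is closer to RNA per fibre was not tested. DESeq2 called 6951 genes, limma-voom 6618 and limma-voom with sample weights 6889. The fits that each left out one mouse gave 6125 to 6816 genes, and 1101 to 1397 with at least a 2-fold change.

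The groups share replicate numbers. Deviations from the group means of libraries with the same number had correlations from -0.155 to 0.354, and 2 of 6 exceeded 0.1. Libraries with different numbers had correlations from -0.322 to 0.285, and replicate 1 (0.354) lay above that range. The numbers therefore do not pair the mice throughout, but a link between some of them is not excluded. With a replicate block, 6420 genes passed, 6197 of them shared with the fit without it. The block gave a Dmd change of -2.36, a median of -0.0130 for ubiquitin ligases and autophagy, and -0.0183 with the GC and length correction, and it changed no other panel call or direction. For the myosin shares the blocked test cannot pass a single gene by itself. Sign flips over 6 pairs give no p below 0.0312, or 0.125 after adjustment for a single gene at that minimum. Myh1 reached the minimum (difference 5.57 points, sign-flip p 0.0312). The sign-flip p was 0.0625 for Myh7 (0.0218 points), 0.0938 for Myh2 (-0.645 points) and 0.125 for Myh4 (-4.95 points). The adjusted p was 0.125 for each of the 4 genes, so none passed.

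Under the estimated correlation the medians of the 9 panels stay as they are and only the p-values change: 0.543 for regeneration (1.82), extracellular matrix (1.23), macrophage (2.11) and fatty acid (-0.64), 0.591 for glycolysis (-0.12), and 0.582 for citric acid cycle (-0.19), respiratory chain (-0.20), mitochondrial dynamics (-0.17) and cell division (1.71). Fry called lipid storage (-0.0354) and p53 targets (-0.0586) in addition. With library totals alone the medians were 0.0276 for glycolysis (adjusted p 0.0815, no longer past the threshold), 0.11 for lipid storage, 0.0993 for p53 targets, 0.0986 for telomere maintenance and 1.88 for cell division (adjusted p 0.131), all moved up by the common shift. Under that scaling citric acid cycle (-0.0382), respiratory chain (-0.0463) and mitochondrial biogenesis and dynamics (-0.0149) kept their calls, but with medians close to 0.

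Over the 12 fits that each left out one mouse, panel medians ran from -0.15 to -0.0756 for glycolysis, from -0.0791 to 0.0302 for lipid storage, from -0.0991 to 0.0582 for p53 targets and from -0.0627 to 0.0489 for ubiquitin ligases. The Myh1 share difference ran from 3.95 to 7.90 points, Myh2 from -0.772 to -0.302, Myh4 from -7.62 to -3.28 and Myh7 from 0.0162 to 0.0261. For Myh7, 9 of these fits had an adjusted p of 0.0519 and did not pass. When splits were counted by absolute difference, a form of the test chosen after seeing the data, 3 of the 12 did not pass (largest adjusted p 0.0736), so the call depends on the form of the test and on single mice. For dystrophin complex the medians ran from 0.02 without mdx/mTR replicate 6 to 0.06 without mdx/mTR replicate 4, and for telomere maintenance from -0.09 without WT replicate 5 to -0.05 without WT replicate 3.

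Of 48 single genes, 43 kept their direction and side of the threshold under every other setting and 45 in every fit without one mouse. Myh1 reversed under upper quartile scaling (0.0151), library totals (0.13) and sample weights (0.0784), and ran from -0.13 to 0.20 over the fits without one mouse. Nnt reversed under limma-voom (-0.00286) and ran from -0.30 to 0.37. Ppargc1a reversed with library totals (0.0790) and ran from -0.18 to 0.0153. In 3 further cases a gene lost its call: Sgcd with library totals, and Myh7 under limma-voom with and without weights. The causes were not tested. Thinning of counts and the GC and length correction, chosen after seeing the data, changed no call or direction without the block among these genes and panels. Alternatives for normalized values did not apply, since the table holds counts. Terc, at 2 counts, gives no result: its unfiltered log2 fold change had an edgeR adjusted p of 0.212. Whether depth or the library preparation is the reason was not tested.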

Other observations

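Tests here were chosen after the result was seen, except the comparison with contractile genes, the correlations and the shared stretches of globin genes. How often other groupings of the 12 libraries give as large a result was counted over 100 of the 462 possible splits into 6 and 6, the real one included. Only the real split, 1 of 100, gave as many genes past an adjusted p of 0.05, as many higher, as many lower or as many with a 2-fold change, and the others gave 0. The real difference widens the spread within any other split, which lowers those counts. For the number of panels, 13 of 100 splits gave 9 or more, but these are no reference without a difference. The 12 other than the real one had 4 or 5 WT mice on one side and so carried part of the real difference, and the 43 splits with 3 WT mice on each side gave at most 8 panels, with a median of 3. By size of the panel median, 1 of 100 splits was as large for regeneration, extracellular matrix, macrophage, fatty acid, mitochondrial dynamics and cell division, and 2 of 100 for citric acid cycle and respiratory chain. For glycolysis it was 6 of 100, for telomere maintenance 5, for p53 targets 24, for dystrophin complex 38, for lipid storage 57 and for ubiquitin ligases 75, so the medians of these 6 panels do not stand apart from those of other groupings, many of which also carry part of the real difference. Of the 45 named genes past the threshold, 44 had 1 of 100 and Myh7 had 10 of 100; most of them were named for a large change or a small p in the real grouping, so this count says little.

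The greater depth of 4 mdx/mTR libraries is not the whole cause of the difference: with counts thinned to the smallest total, 6573 genes passed, 6404 of them shared. With trends on GC content and length removed, 6823 passed, 6404 of them shared.

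Marker lists moved apart. Median log2 fold changes were 1.97 for macrophage (8 of 8 higher), 0.94 for fibroblast (7 of 7), 0.90 for neutrophil and mast cell, 0.63 for tendon and 0.54 for satellite cell and myoblast. They were -0.23 for endothelial, -0.26 for smooth muscle, -0.52 for Schwann cell and nerve and -0.03 for adipocyte. Of the red blood cell list 2 of 7 genes were tested (-0.53), of the B cell list 2 of 5 (0.10) and of the T cell list 1 of 7 (2.84). The macrophage list shares 3 genes with the panels, the fibroblast list 4 and the satellite cell list 5. A smaller share of fibre RNA would raise every other cell type alike, yet the highest median over endothelial, Schwann and smooth muscle lists was -0.23. An increase of macrophages and fibroblasts themselves, or of their expression, remains open.

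Dilution by RNA from the cell types that increased could lower all muscle genes together. The 20 contractile genes had a median of -0.19 but went both ways, from -0.52 to 0.42, with 2 higher and 6 lower in edgeR, and their score differed by -0.127 (exact permutation p 0.0671, adjusted p 0.117). The score of the fatty acid panel minus the contractile score differed by -0.53 between groups (exact permutation p 0.00216, the smallest possible; adjusted p 0.00649), lower in 6 of 6 mdx/mTR mice than in all WT mice, so dilution that lowers contractile and fatty acid genes alike does not cover the whole fall. For citric acid cycle and respiratory chain the difference was -0.0819 and -0.0818 (exact permutation p 0.188 and 0.221, adjusted p 0.221 for both), so dilution and a fall within the fibres cannot be told apart for them, since the contractile genes themselves showed no clear fall. A loss of fatty acid genes in the fibres is a hypothesis found and tested on the same mice.

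Over the 6 mdx/mTR mice the macrophage and fatty acid scores had a Pearson r of -0.472 (exact permutation p 0.317, adjusted p 0.407) and a Spearman rho of -0.257 (exact permutation p 0.658), and r was 0.708 without the 2 farthest mice, so no relation was found. With extracellular matrix, r was 0.888 (exact permutation p 0.00972, adjusted p 0.0875) and rho 0.886 (exact permutation p 0.0333, adjusted p 0.3), so neither passed after adjustment, and r was 0.631 without those mice. Over the 6 WT mice the macrophage and fatty acid scores went the other way, with r 0.854 (exact permutation p 0.0292, adjusted p 0.131). There rho was 0.6 (exact permutation p 0.242, adjusted p 0.435), and r was 0.961 without WT replicates 1 and 6. Neither passed after adjustment.

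Cdkn2a had 0 to 3 counts in WT and 101 to 467 in mdx/mTR. The mdx/mTR mean of 5.73 ± 2.25 CPM (SD, n = 6) was at least 70.1-fold higher than the level of 3 counts in WT; this bound is for the mean, not for each mouse. The lowest mdx/mTR count, 101, was that of mdx/mTR replicate 3, whose total of 35136327 was the smallest of the 12 libraries, which argues against depth. Thinning to that total leaves this library as it is, and the other mdx/mTR libraries then had 174 to 366 counts. Its level did not follow the macrophage score over the 6 mdx/mTR mice (r -0.215, exact permutation p 0.725; rho -0.429, exact permutation p 0.419; r -0.474 without the 2 farthest), but 6 mice are too few to exclude macrophages as a source. A senescence programme is a possible explanation and was not tested.

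Of the 50 smallest p-values, 8 belonged to X-linked genes, where 1.68 are expected (hypergeometric p 2.4e-04); among the 200 smallest there were 10 (p 0.136) and over all tested genes 48.3% of X-linked and 48.3% of other genes passed. The 8 were Dmd, Pgk1, Dach2, Firre (-2.27), Rps4x (-1.03), Hprt (-0.66), Mpp1 (1.11) and Opn1mw (5.76). Of the 20 tested X-linked genes nearest Dmd, 50% passed against 48.1% of the other 445 (Fisher's exact p 1), and 12 to 96 tested genes lie between Dmd and the other 7. A stretch carried along with the Dmd mutation cannot be told apart from other causes, since a few variants would be enough. Shared sequence may affect Pgk1 (67.96% of stretches) and Rps4x (72.2%) and remains open for both, since the other copies of these genes were not analysed here. Shared reads are argued against for Hprt, Dach2, Firre, Mpp1 and Opn1mw, each with 0% of stretches shared. X-linked strain variants outside Dmd are a candidate explanation and were not tested.

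The globin genes Hba-a1, Hba-a2, Hbb-bs and Hbb-bt are listed at 0 in all 12 libraries, while Alas2, of the same cells, averaged 21.6 CPM in WT. At least 58.3% of the stretches of each globin transcript occur in another gene, but 13.1% to 41.7% do not, and reads from those would still be counted. Pgk1 and Rps4x, which share 67.96% and 72.2%, had 9169 and 11054 counts over the 12 libraries. Dropping of shared reads therefore does not account for the zeros by itself, and no other explanation was tested.

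In WT replicate 6, 6 interferon genes (Gm12250, Gbp4, Cd274, Gbp3, Tgtp2 and Ifi47) stood far above the other WT mice, Gbp4 at 89.0 CPM against 11.96 to 17.6. A second list of 14 interferon gamma induced genes, written after the counts had been seen, was highest in that mouse among WT for 14 of 14. Its ratio of gap to range was 0.748 against a limit of 0.625, which argues against a chance extreme of a few genes. Genes induced by the same signal may vary together, so the 14 genes are not independent support. Between groups the score of the list differed by 0.161 (exact permutation p 0.582), while the median log2 fold change of its genes was -0.12. This rested on WT replicate 6: without it the score was higher in mdx/mTR by 0.391 (exact permutation p 0.0130). Without that mouse, only Cd74, H2-Aa and Ciita were higher in mdx/mTR without overlap, Cd74 at 153 to 273 CPM against 52.6 to 95.2. The groups overlapped for every other gene of the list. Over all 12 libraries, 3 of the 14 genes were higher and 1 lower in edgeR, so a rise of the whole list is not shown. An infection or immune response in this mouse is a possible explanation and was not tested.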
